A study of Mus musculus with 16 samples. Its data were reported in "Histone H2Bub1 deubiquitylation is essential for mouse development, but does not regulate global RNA polymerase II transcription" (2021).

How the data were processed

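The labels describe 16 samples, of which the 8 with antibodies against H2Bub1 or the Pol II subunit RPB1 were analysed: WT and KO, mESCs and MEFs, 1 library per group. The other 8, chromatin inputs and libraries for Pol II phosphorylated at serine 2 of its repeats, were not analysed here. Cells were kept under the conditions the authors give: mESCs with LIF and kinase inhibitors, MEFs from E10.5 embryos. N-ethylmaleimide in the buffers blocks deubiquitylation during the preparation of chromatin.

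The authors sequenced the libraries with short single-end reads, aligned them to mm10 with Bowtie and called peaks in each library with MACS2, as broad peaks for H2Bub1 and as narrow peaks for Pol II. Its version, the control used and the calling thresholds are not stated in the sources used here. The authors scaled H2Bub1 signal by DESeq2 size factors over large intergenic regions and Pol II signal by the total of mapped reads. Their methods place normalization before peak calling and do not say how the scaling entered the calls, so its effect on the lists is unknown. The files hold peak calls of single libraries, not of pooled ones.

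Each peak line gives a position and 3 or 4 values. The deposited fold is a linear ratio of the pileup over the local background, at the summit for narrow peaks and averaged over the peak for broad peaks. The other values the authors give are the -log10 p and the -log10 q of the peak, and per the file headers of the narrow lists the offset of the summit from the peak start. The lowest -log10 q was 1.33 in the narrow lists and 1.00 in the broad lists. Because the fold is relative to each library's own background, ratios of KO to WT fold compare the values within the lists and give no absolute change. A library with more reads gives more and wider peaks at the same threshold, and the read depth is unknown, so counts and covered lengths carry that limit. It was addressed with the alternatives below.

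Coordinates were converted to 1-based positions and set against the GENCODE M21 annotation of the same build (GRCm38). All peaks ended within their chromosome. The gene set was the 21938 protein-coding genes on 21 assembled chromosomes, which span 2726 Mb. A promoter was the window of 1000 bp on either side of the TSS of the gene record, and a gene body ran from TSS to the transcript end. An H2Bub1 gene call needed 1 bp of peak in the gene body, and a Pol II promoter call 1 bp of peak in the window. Peak location was taken from the summit, as promoter first, then gene body, then intergenic. Shared regions were unions of overlapping WT and KO peaks with at least 1 peak of each, and their fold was the mean over peaks weighted by length. The H2Bub1 profile was the share of TSSs inside a peak in steps of 10 bp, from 1000 bp upstream to 3000 bp downstream. Its interval covers the distances where the share lies within the counting interval of the maximum. Percentages have exact Clopper-Pearson 95% intervals and medians exact binomial ones. The interval of a difference of percentages combines the distances to the 2 exact intervals as the root of the sum of their squares, and that of Spearman's rho uses Fisher's transformation. Random gene lists were 10000 draws of equal size matched on WT fold decile, with seed 1. Computing used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

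Genes are named by a rule set beforehand: the targeted gene, the genes of the proteases, their partners and the ligase, the genes the study displayed, markers of pluripotency and fibroblasts, sex-linked genes, and per cell type the top 3 by Pol II promoter fold among promoters in WT only and in KO only and the top 3 by covered length among genes with H2Bub1 in KO only. Collagen, cadherin and catenin genes were taken by their symbols. Part of the genes chosen by this rule is not reported here.

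The alternatives were a -log10 q of at least 3, equal numbers of peaks per pair (the longer list reduced by -log10 p), autosomes alone, an overlap of 50% of the peak, peaks less than 1000 bp apart joined, WT peaks as the regions, a gene call at 10% of the gene body, a promoter from 100 bp upstream to 300 bp downstream, and the 10531 genes at least 5000 bp from another gene. An alternative was taken as unchanged where a count or ratio stayed within 1.5 times the main value, or where a percentage, median or position stayed within the 95% interval of the main value.

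The functions were tested on simulated peaks, with calls made against the same 21938 genes. Promoters and genes named unchanged here were unchanged in having a peak, while their fold or covered length could differ between WT and KO. The check shows whether the functions count as intended and gives no error rate for the real lists. For the comparison of Pol II promoters between WT and KO, 100% of the 200 changed promoters were recovered as WT only and 0% of the unchanged ones were called, and a median log2 ratio of -0.24 was found. For the comparison of H2Bub1 gene bodies, 100% of the 200 changed genes were recovered as KO only, and the ratio of covered bases at unchanged genes came out as 2.00.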

Results

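ATXN7L3 is the adaptor protein that the related ubiquitin proteases USP22, USP27X and USP51 need to remove ubiquitin from histone H2B. To see where monoubiquitylated H2B (H2Bub1) and RNA polymerase II (Pol II) lay on chromatin with and without this adaptor, chromatin immunoprecipitation and sequencing (ChIP-seq) was done with an antibody against H2Bub1 and an antibody against RPB1, the largest Pol II subunit. The libraries came from wild-type (WT) cells and from cells lacking Atxn7l3 (KO). Both genotypes were studied in mouse embryonic stem cells (mESCs) and in mouse embryonic fibroblasts (MEFs) made from E10.5 embryos. The 8 peak lists analysed form 8 groups with 1 library per group. There were no replicates, so no difference reported here has a replicate check and no p-value is given. Genes and peaks of 1 library are not replicates, and the 95% intervals beside percentages and medians cover counting error within the lists only. The number of reads behind each list is unknown.

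The H2Bub1 lists of mESCs held 40979 peaks in WT and 48952 in KO, and those of MEFs held 19725 in WT and 28856 in KO. The Pol II lists of mESCs held 17074 peaks in WT and 11963 in KO, and those of MEFs held 45870 in WT and 32232 in KO. Fold enrichments are the authors' own value of each peak over its background. Wherever WT and KO values of this kind are set side by side below, they compare the values within each list and set no level across libraries.

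The targeted gene was examined first. Atxn7l3 (ENSMUSG00000059995) lies on the minus strand of chromosome 11, from 102289300 to 102296631 in mm10. In WT mESCs, 100% of the gene body lay inside an H2Bub1 peak, against 62.5% in KO mESCs. The gap in KO mESCs ran from 102291909 to 102294658, a length of 2750 bp. It matched the stretch from exon 2 to exon 11 of an annotated 12-exon transcript, from 102291898 to 102294642, which is exon 3 to exon 12 of an annotated 13-exon transcript. This segment was chosen for display after the gap had been seen. The study describes LoxP sites around exon 2 to exon 12, a numbering that the segment meets in neither of these transcripts. H2Bub1 peaks covered 100% of the segment in WT mESCs and 0.401% in KO mESCs. The KO MEF list had a similar gap, from 102291991 to 102294531, with 7.43% of the segment covered. WT MEFs had 9.65% of the segment covered, because their H2Bub1 peak at this gene was short, so the segment does not tell the MEF libraries apart. Pol II peaks covered 23.9% of the segment in WT mESCs and 13.7% in KO mESCs, and 7.03% in WT MEFs and 0% in KO MEFs. The promoter window held a Pol II peak in all 4 Pol II lists, with a fold enrichment of 3.61 in WT and 3.71 in KO mESCs and of 20.9 in WT and 23.4 in KO MEFs. In mESCs these peaks lay at different places. The WT peak, from 102296003 to 102297273, spanned the TSS, while the KO peak, from 102297036 to 102297325, lay wholly upstream of it. The mESC values thus do not show that Pol II stayed at the TSS.

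**Figure D1:**
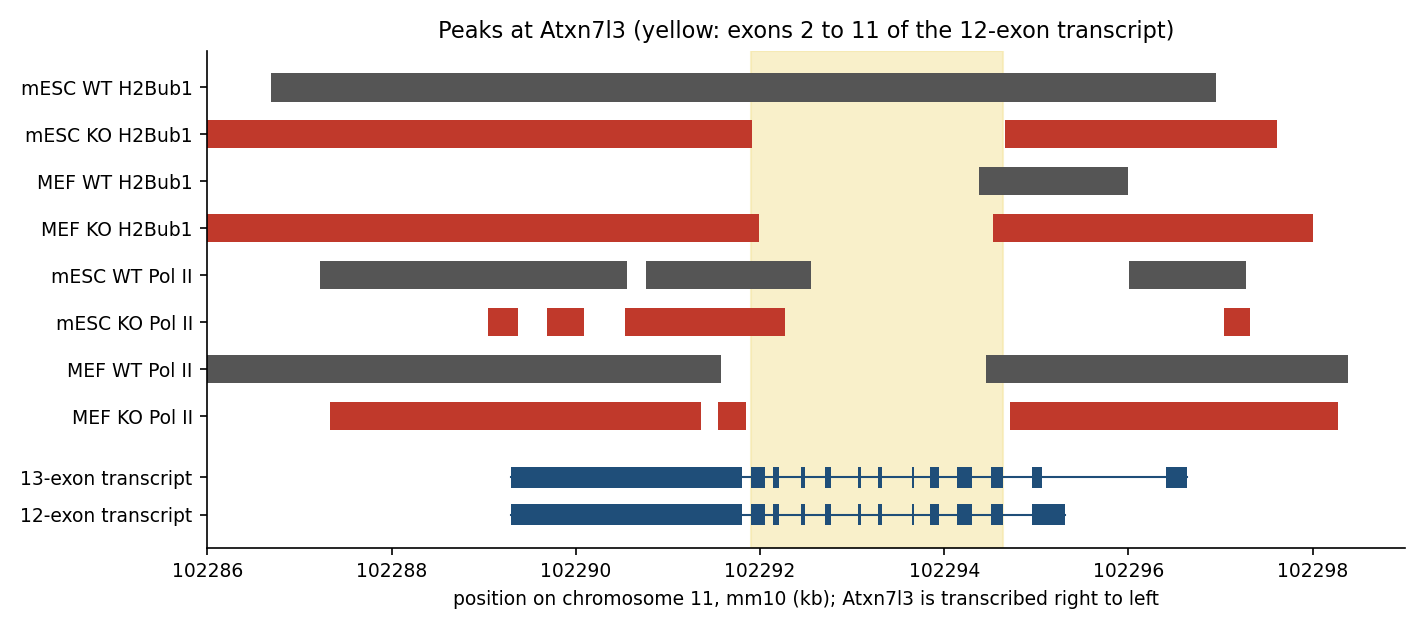
Peaks at Atxn7l3 along chromosome 11 (mm10, kb), 1 row per library, with WT in grey, KO in red and the exons of 2 annotated transcripts in blue. The H2Bub1 peaks of both KO libraries leave a gap over the yellow segment, of which the WT mESC peak covers 100% and the WT MEF peak 9.65%.

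Genes that mark the cell types were examined next. The pluripotency genes Pou5f1, Sox2, Nanog and Tfcp2l1 had Pol II promoter peaks in both mESC libraries, and only Tfcp2l1 had one in a MEF library, with a fold enrichment of 7.08 in KO MEFs. Esrrb had no promoter peak in any of the 4 libraries, and Klf4 had one in all 4. The fibroblast genes Col1a1, Col1a2, Thy1 and Twist2 had Pol II promoter peaks in both MEF libraries and in neither mESC library. Promoter peaks at the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty were called in WT MEFs only, and Xist had a promoter peak in both MEF libraries.

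To ask how far H2Bub1 spread when its removal was impaired, the bases inside peaks were summed. The covered length in mESCs was 71.6 Mb in WT and 151 Mb in KO, a KO over WT ratio of 2.11. Covered length in MEFs was 48.1 Mb in WT and 223 Mb in KO, a ratio of 4.64. The sum moves with how much was called: the mean fold enrichment per peak was 2.82 in WT and 2.75 in KO mESCs, and 3.15 in WT and 2.77 in KO MEFs. Weighted by peak length, the mean went the other way, with 3.06 in WT and 3.14 in KO mESCs, and 3.32 in WT and 3.68 in KO MEFs. KO peaks were also wider, with a median of 957 bp in WT and 1355 bp in KO mESCs, and 1313 bp in WT and 2766 bp in KO MEFs. A stricter q threshold moved these ratios most, to 3.65 in mESCs and 22.8 in MEFs when only peaks with a -log10 q of at least 3 were kept. Gene bodies, which make up 38.2% of the assembled chromosomes, held 91.1% of the covered bases in WT mESCs, 89.0% in KO mESCs, 97.9% in WT MEFs and 95.3% in KO MEFs.

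**Figure D2:**
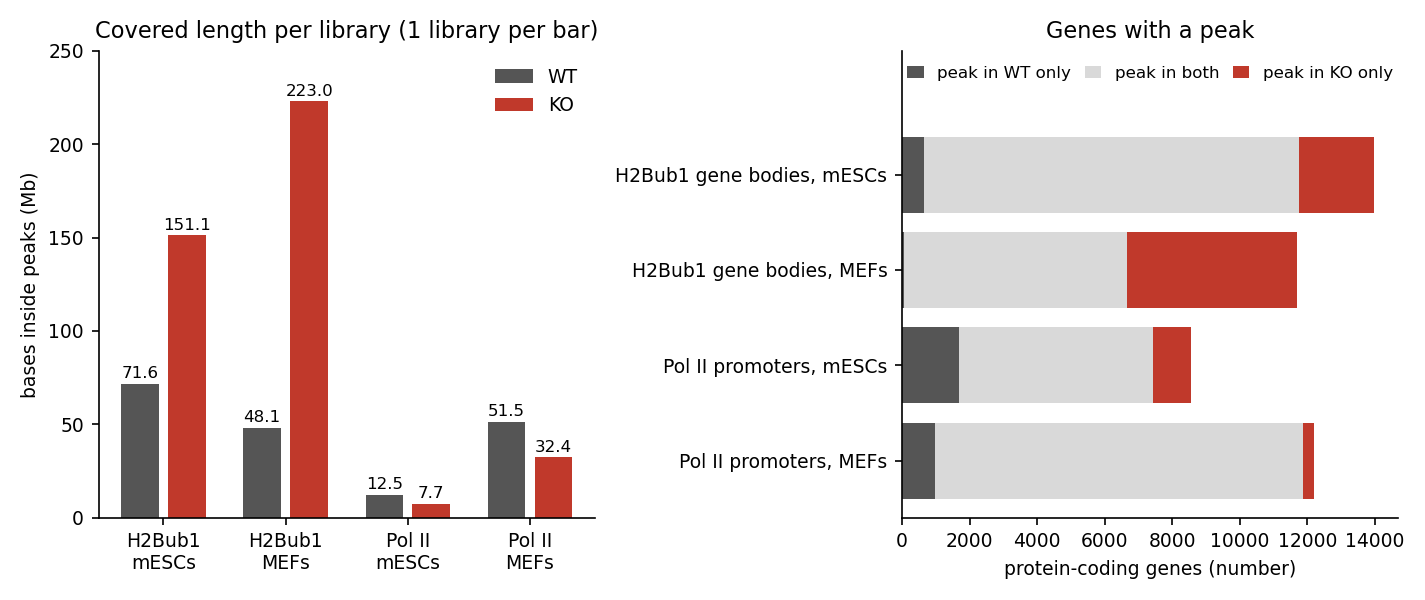
Left, bases inside peaks (Mb) in each of the 8 libraries, with WT in grey and KO in red; H2Bub1 rises from 71.6 to 151 Mb in mESCs and from 48.1 to 223 Mb in MEFs, and Pol II falls in both. Right, the number of protein-coding genes with an H2Bub1 peak in the gene body or a Pol II peak in the promoter in WT only, both or KO only.

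In mESCs, 75.9% of the WT H2Bub1 peaks (75.5 to 76.3%) overlapped a KO peak, and 42.7% of the KO peaks (42.3 to 43.2%) overlapped a WT peak. The MEF lists were more nested, with 94.9% of the WT peaks (94.5 to 95.2%) overlapped in KO and 26.8% of the KO peaks (26.3 to 27.3%) overlapped in WT. Requiring that 50% of a peak be covered lowered the shares of KO peaks to 20.6% in mESCs and 6.02% in MEFs. At regions with peaks of both genotypes, the median log2 ratio of KO to WT fold enrichment was 0.0255 in mESCs (0.0217 to 0.0294, 20052 regions) and 0.32 in MEFs (0.30 to 0.33, 7697 regions). Among the alternatives, the largest values of this ratio were 0.085 in mESCs, with WT peaks taken as regions, and 0.43 in MEFs, with the stricter q threshold.

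Of 21938 protein-coding genes, 11761 had an H2Bub1 peak in the gene body in WT mESCs and 13332 in KO mESCs. Of these, 11109 had a peak in both, 2223 in KO only and 652 in WT only. MEFs had 6666 such genes in WT and 11631 in KO, with 6605 in both, 5026 in KO only and 61 in WT only. With the stricter q threshold the mESC counts moved most, to 5108 genes in KO only and 116 in WT only. Among genes with a peak in both mESC libraries, the median covered share of the gene body was 16.2% in WT and 38.1% in KO, and it was higher in KO for 85.2% of the genes. For MEFs the median was 14.7% in WT and 64.0% in KO, and the share was higher in KO for 98.6% of the genes. Over the 9660 genes with no WT gene-body peak in either cell type, 1868 gained a peak in KO mESCs, 1545 in KO MEFs and 969 in both, where independent gains would give 299. That number takes all of these genes as equally able to gain a peak, whatever their length or transcription. An excess over it therefore does not by itself show a shared effect of the knockout.

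The genes with the longest covered gene body among those with H2Bub1 in KO only were Tmem164, with 26.9 kb covered, Dlg3, with 23.2 kb, and Vwa3b, with 21.9 kb, in mESCs. Tmem164 and Dlg3 lie on chromosome X, whose share of peaks differed between these libraries as given further on. In MEFs they were Plxna4, with 296 kb covered, Tmem108, with 257 kb, and Hivep3, with 203 kb. Pgk1, Klhl11 and Acly, which the study displayed as examples, had H2Bub1 over a larger part of the gene body in KO. In mESCs the covered share rose from 6.60% to 42.5% at Pgk1, from 57.0% to 100% at Klhl11 and from 44.3% to 70.1% at Acly. In MEFs it rose from 0% to 61.0% at Pgk1, from 68.6% to 100% at Klhl11 and from 4.47% to 9.03% at Acly. Zpr1, Bud13 and Cmip, displayed there as well, also rose in both cell types, with the smallest rise at Cmip, from 74.7% to 88.8% in mESCs and from 62.6% to 81.3% in MEFs. Pgk1 is X-linked too. Among the genes for the proteases, their partners and the H2B ligase, Usp22 went the other way in mESCs, with 81.2% covered in WT and 71.5% in KO.

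To test whether this spread went with a change in Pol II occupancy, the Pol II lists were compared in the same way. Pol II peaks covered 12.5 Mb in WT and 7.65 Mb in KO mESCs, a ratio of 0.613, and 51.5 Mb in WT and 32.4 Mb in KO MEFs, a ratio of 0.629. The mean fold enrichment per peak was 4.39 in WT and 4.77 in KO mESCs, and 6.61 in WT and 6.90 in KO MEFs. Weighted by peak length it was 5.65 in WT and 5.85 in KO mESCs, but 10.6 in WT and 10.3 in KO MEFs. Reducing each pair to an equal number of peaks moved the covered length ratios most, to 0.740 in mESCs and 0.710 in MEFs. KO peaks overlapped 47.7% of the WT peaks in mESCs (47.0 to 48.5%) and 45.3% in MEFs (44.9 to 45.8%). In the other direction, 72.9% of the KO peaks in mESCs (72.1 to 73.7%) and 76.6% in MEFs (76.2 to 77.1%) overlapped a WT peak. With equal numbers of peaks, the shares were 59.2% and 64.9% in mESCs and 58.1% and 71.9% in MEFs.

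Peak summits within 1000 bp of a transcription start site (TSS) made up 39.5% of the Pol II peaks in WT mESCs (38.7 to 40.2%) and 52.4% in KO mESCs (51.5 to 53.3%). For MEFs these shares were 23.0% in WT (22.6 to 23.4%) and 31.5% in KO (31.0 to 32.0%). With equal numbers of peaks the difference between genotypes narrowed in mESCs, where the WT share was 46.3%, and was lost in MEFs, where the WT share was 31.5%. Gene body peaks fell from 33.4% to 25.9% in mESCs and from 49.7% to 46.5% in MEFs, and intergenic peaks from 27.1% to 21.7% and from 27.3% to 22.0%. The share of WT Pol II peaks with a KO peak depended on their strength. When WT peaks were ranked by -log10 p and split into 5 equal parts, the weakest part had a KO peak in 18.0% of cases in mESCs and 14.3% in MEFs, and the strongest part in 93.1% and 98.8%.

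**Figure D3:**
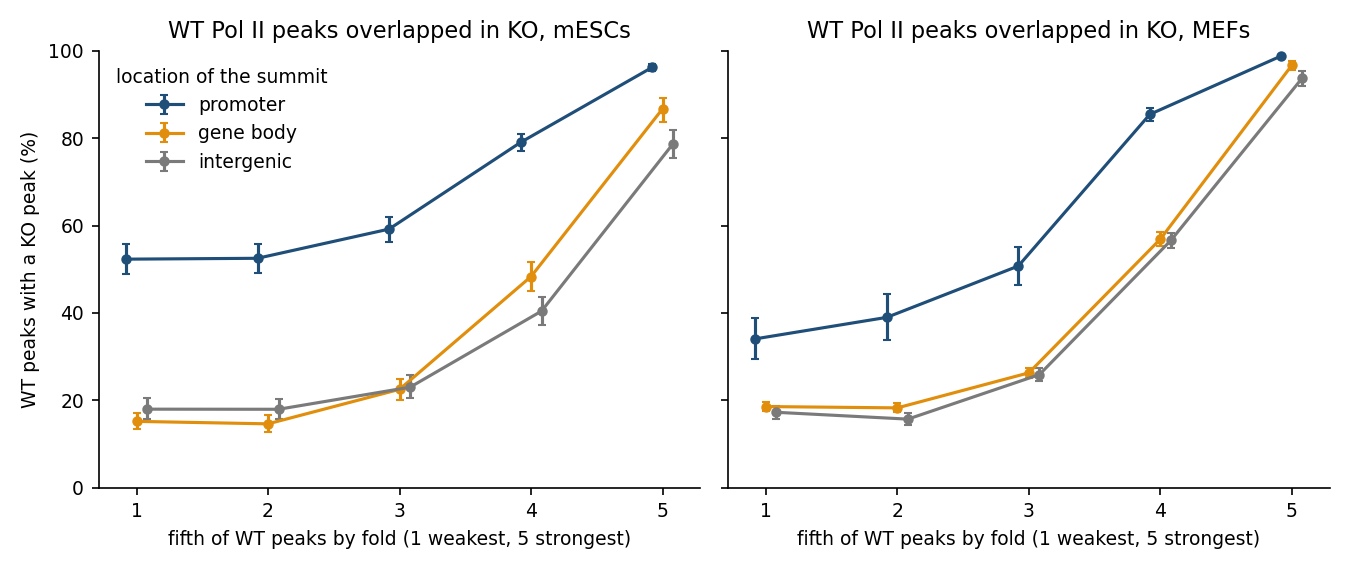
Percentage of WT Pol II peaks that overlap a KO peak, in 5 equal parts of WT fold enrichment and by location of the summit, with exact 95% intervals; mESCs left, MEFs right. In the weakest part 52.3% of promoter and 15.2% of gene body peaks had a KO peak in mESCs, and in the strongest part 98.8% of promoter and 96.7% of gene body peaks had one in MEFs.

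Promoters of 7427 protein-coding genes had a Pol II peak in WT mESCs and 6876 in KO mESCs, with 5751 in both, 1676 in WT only and 1125 in KO only. The balance in mESCs depended on the number of peaks: with equal numbers of peaks, 1127 promoters had a peak in WT only and 1691 in KO only. In MEFs, 11860 promoters had a peak in WT and 11213 in KO, with 10892 in both, 968 in WT only and 321 in KO only, and with equal numbers of peaks the counts were 826 and 374. Of the promoters with a peak in 1 genotype only, some had a peak of the other genotype just outside the window. Promoters with no peak of the other genotype within 5000 bp of the TSS, an alternative added after the data had been seen, numbered 1483 in WT only and 1004 in KO only in mESCs, and 822 and 246 in MEFs. At shared regions the median log2 ratio of KO to WT fold enrichment was -0.0084 in mESCs (-0.022 to 0.0053) and -0.26 in MEFs (-0.27 to -0.26). The mESC value depended on the processing, with 0.0038 (-0.010 to 0.013) when WT peaks were taken as regions and -0.071 (-0.085 to -0.059) with equal numbers of peaks.

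The promoters with the highest fold enrichment among those with Pol II in WT only were Gm49403 (12.4), Hnrnpl (11.3) and Ech1 (9.40) in mESCs, but a KO peak lay 1637, 1813 and 1115 bp from their TSSs. Of the 3 in MEFs, Postn (26.6) had no KO peak closer than 331207 bp, while Furin (24.7) and Rp9 (24.2) had one at 1192 and 1183 bp. Among promoters with Pol II in KO only, Plxna1 (7.89), Sesn3 (7.29) and Tab3 (7.29) had the highest fold enrichment in mESCs. The nearest WT peak was 47340 bp away for Plxna1, 1300 bp for Sesn3 and 617664 bp for the X-linked Tab3. In MEFs these promoters were Upk1b (38.6), Fth1 (28.7) and Crb2 (25.2), and the nearest WT peak was 57548, 1143 and 4182 bp away. Postn had no H2Bub1 peak in any of the 4 libraries, whereas Upk1b gained H2Bub1 over 58.3% and Crb2 over 87.7% of the gene body in KO MEFs.

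The study described lower expression of cell adhesion and extracellular matrix genes in KO MEFs, so Pol II loss was counted at genes with a collagen, cadherin or catenin symbol. The set was therefore not chosen independently of the study. Of the 41 such genes with a Pol II promoter peak in WT MEFs, 15 had none in KO MEFs, or 36.6% (22.1 to 53.1%), against 8.16% of all 11860 promoters with a WT peak. The median of 10000 random lists of the same size, matched on WT fold enrichment, was 17.1%, and 0 of these lists lost at least as many. Col6a3, Col11a1, Col5a3 and Cdh10 were among the genes that lost the peak, named after their values were seen. For KO mESCs the study reported the opposite, with the cell adhesion category enriched among up-regulated genes. Of 17 such genes with a WT peak in mESCs, 8 had none in KO, or 47.1% (23.0 to 72.2%), and 333 of the 10000 random lists lost at least as many. Promoters of this set with Pol II in KO only were not counted, so the mESC share gives no net direction. The 8 include Ctnnbip1, taken by its symbol, and Col4a1 and Col4a2, which had the same WT fold enrichment of 3.68. Col4a1 and Col4a2 may share 1 peak, but the interval and the random lists count them separately. With the narrower promoter window, from 100 bp upstream to 300 bp downstream of the TSS, the share was 35.0% in MEFs and 38.5% in mESCs, where 1350 of the random lists lost at least as many.

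Next, the positions of Pol II and H2Bub1 downstream of the TSS were compared. The median distance of the highest promoter summit of Pol II from the TSS was 72 bp (67 to 76 bp) in WT and 71 bp (66 to 75 bp) in KO mESCs. It was 78 bp (76 to 81 bp) in WT and 86 bp (83 to 88 bp) in KO MEFs. Over non-neighbouring genes, the alternative that moved the mESC distance most, the medians were 81 bp in WT and 77 bp in KO mESCs. Broad H2Bub1 peaks have no summit, so the share of TSSs inside a peak was taken at each distance. That share was largest 370 bp downstream of the TSS in WT mESCs (32.0%), 470 bp in KO mESCs (47.9%), 970 bp in WT MEFs (12.3%) and 860 bp in KO MEFs (46.0%). These maxima sat on broad tops, and over non-neighbouring genes the order in MEFs was the other way round, with 700.0 bp in WT and 910.0 bp in KO. At 60 bp the share was 21.4% in WT and 41.9% in KO mESCs, and 4.71% in WT and 38.3% in KO MEFs.

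**Figure D4:**
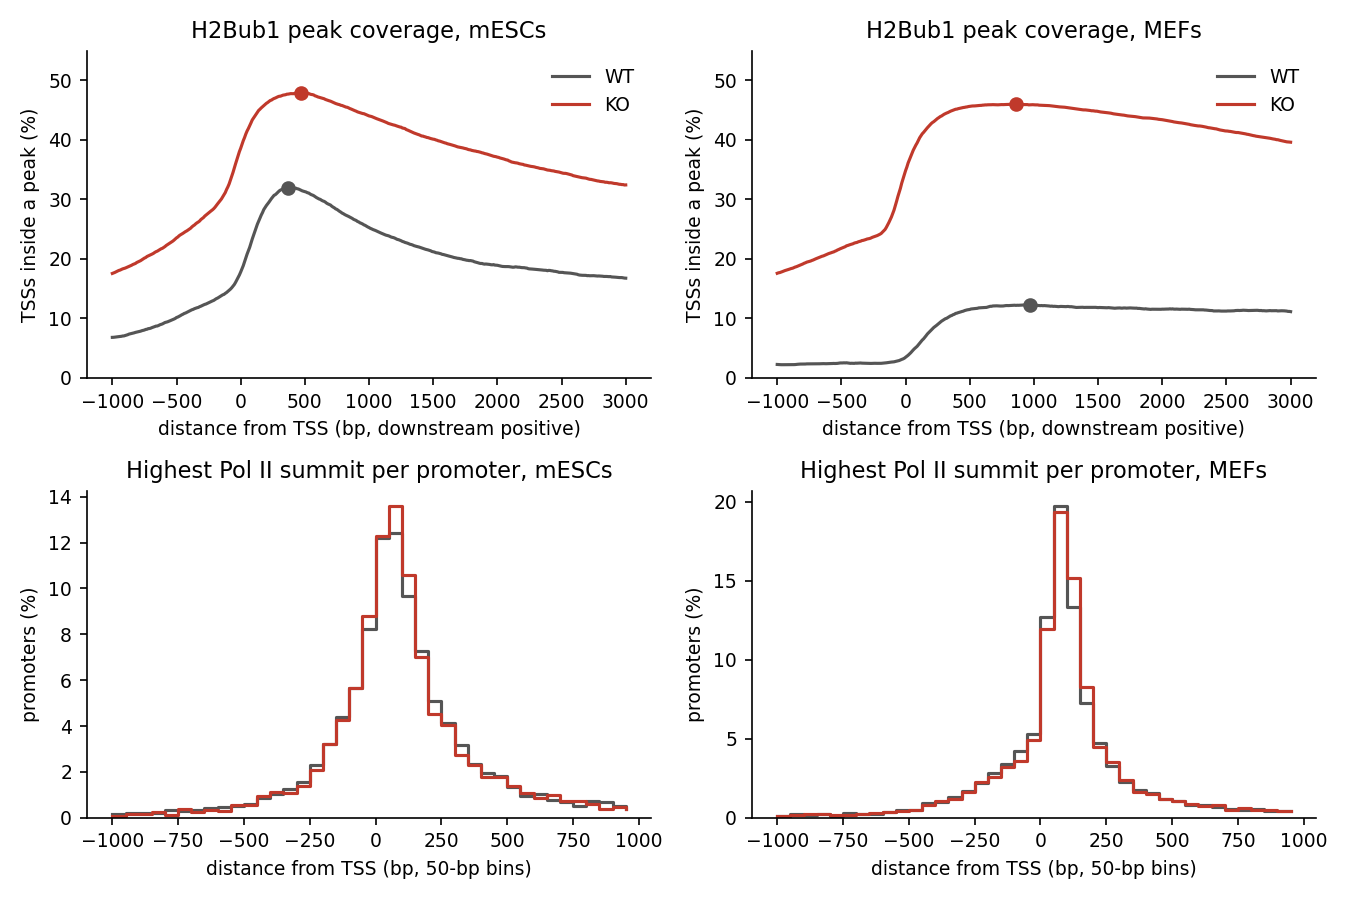
Top, percentage of protein-coding TSSs inside an H2Bub1 peak by distance from the TSS (bp), with the maximum marked; bottom, percentage of promoters by position of the highest Pol II summit in 50-bp bins; WT grey, KO red. The H2Bub1 maxima lie between 370 and 970 bp, while the median Pol II summits lie between 71 and 86 bp.

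Both marks were then joined gene by gene. Of the genes with a Pol II promoter peak, 91.7% (91.0 to 92.3%) had an H2Bub1 peak in the gene body in WT mESCs and 97.8% (97.4 to 98.2%) in KO mESCs. In MEFs this share was 52.4% (51.5 to 53.3%) in WT and 93.3% (92.8 to 93.8%) in KO. The stricter q threshold gave 9.60% in WT MEFs and 86.9% in KO MEFs, and a call that needs 10% of the gene body gave 32.0% and 83.9%. A rise in the covered share of the gene body was found at 84.9% of the 5751 mESC genes that kept the Pol II promoter peak, at 78.4% of the 1676 that had it in WT only and at 91.6% of the 1125 that had it in KO only. The difference between genes in WT only and genes that kept the peak was -6.54 percentage points (-8.78 to -4.37). For MEFs, the rise was found at 93.2% of the 10892 genes that kept the peak, 23.3% of the 968 in WT only and 71.3% of the 321 in KO only. The difference was -69.9 percentage points (-72.6 to -67.1). Of the 968 MEF genes in WT only, 73.7% had no H2Bub1 peak in either genotype, against 5.93% of the genes that kept the peak. Weighting the genes that kept the peak to the same WT fold enrichment, which was added after the data had been seen, gave -11.8 points in mESCs and -55.8 in MEFs. Across genes with Pol II promoter peaks in both genotypes, Spearman's rho between the change in Pol II fold enrichment and the change in H2Bub1 covered share was 0.0422 in mESCs and 0.135 in MEFs.

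The chromosomes were compared last, because the Y-linked genes differed between the MEF libraries. Chromosome X held 0.569% of the H2Bub1 peaks in WT mESCs (0.498 to 0.646%) and 2.20% in KO mESCs (2.08 to 2.34%), and 0.735% in WT MEFs (0.621 to 0.864%) and 2.63% in KO MEFs (2.45 to 2.82%). For Pol II it held 0.855% of the peaks in WT mESCs (0.722 to 1.00%) and 2.76% in KO mESCs (2.47 to 3.07%), but 2.12% in WT MEFs and 2.10% in KO MEFs. Restricting the covered length of H2Bub1 to the autosomes gave KO over WT ratios of 2.09 in mESCs and 4.58 in MEFs. The Pol II ratios over the autosomes were 0.602 and 0.630.

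**Figure D5:**
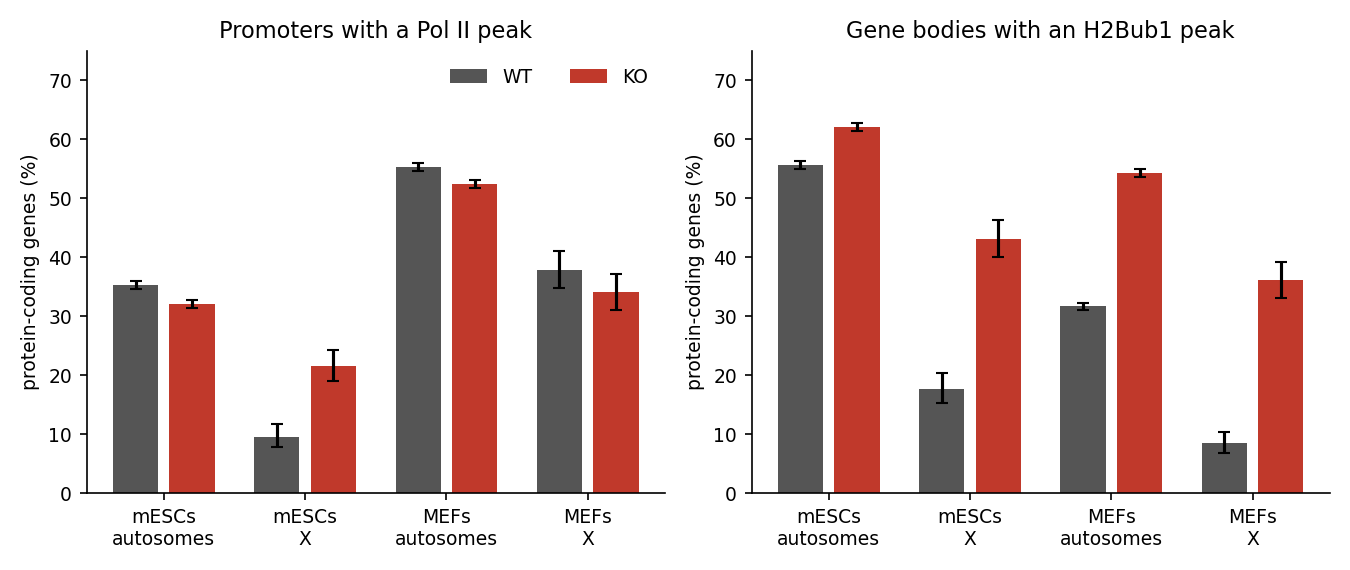
Percentage of protein-coding genes with a Pol II promoter peak (left) or an H2Bub1 gene-body peak (right) on the autosomes and on chromosome X, WT grey and KO red, with exact 95% intervals. In mESCs the Pol II share on X is 9.60% in WT and 21.5% in KO, while on the autosomes it is 35.3% in WT and 32.1% in KO.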

Values the study reported

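The study reported that, in transcribed genes, H2Bub1 levels rose 1.8-fold in KO mESCs and 6.5-fold in KO MEFs over WT. On western blots it described global H2Bub1 as higher by almost 4-5-fold in KO mESCs and about 7.5-8-fold in KO MEFs. Its profiles used 16269 expressed transcripts in mESCs and 15084 in MEFs, from ChIP-seq with n = 1 each. It placed the highest Pol II signal near +60 bp from the TSS in both cell types and genotypes. The H2Bub1 maximum was placed near +300 bp in WT and KO mESCs and in KO MEFs.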

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

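Of 15 effects of the knockout that were compared between mESCs and MEFs, 4 had opposite signs in the 2 cell types, and these are weighed here. With 1 library per group, none of these differences between the cell types was tested. The test on the flat top of the H2Bub1 profile was chosen after the result was seen, and so were the share of autosomal promoters with Pol II as a test of a weaker WT library, the comparison of X-linked with autosomal promoters of the same mean fold enrichment, the comparison of sizes between strong and weak promoters, the ranking of promoters in the other cell type, and the overlap of the intervals of the summit medians.

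The share of Pol II peaks on chromosome X rose by 1.90 percentage points from WT to KO in mESCs and changed by -0.0230 points in MEFs. The H2Bub1 share rose in both cell types. A weaker WT library that kept only its strongest peaks would leave the strongest KO peaks equally poor in X. For H2Bub1 in mESCs the tables argue against this, since X held 3.44% of the strongest KO peaks, taken up to the WT covered length. For Pol II in mESCs the tables argue against it too, since 35.3% of autosomal promoters (34.6 to 35.9%) had a peak in WT and 32.1% (31.4 to 32.7%) in KO, while 9.60% of X-linked promoters (7.80 to 11.7%) had one in WT and 21.5% (18.9 to 24.3%) in KO. For H2Bub1 in MEFs the same test gave 0.482%, no more than the WT share, so there the weaker WT signal stays open as the source of the low WT share. Fewer X chromosomes per cell in the WT mESCs may account for the mESC difference. At X-linked promoters with a peak in both mESC libraries the median log2 ratio of KO to WT Pol II fold enrichment was 0.32 (0.19 to 0.46, 88 promoters), against 0.022 on 5663 autosomal promoters. It was 0.32 (0.15 to 0.52) relative to autosomal promoters of the same mean fold enrichment. In MEFs the ratio at X-linked promoters went the other way, at -0.40 (-0.50 to -0.34, 316 promoters) against -0.22 on the autosomes, and -0.18 (-0.25 to -0.074) relative to autosomal promoters of the same mean fold enrichment. A number of X chromosomes that differs with sex, or an X lost in culture, could both lower the WT signal in mESCs. The fold is relative to a background, and whether that background falls with the number of X chromosomes was not tested. An effect of the knockout on X-linked genes would have to raise their fold in mESCs and lower it in MEFs. None of these was tested against the others, since the labels do not give the sex of the cells.

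The median log2 ratio of Pol II fold enrichment at promoters with a peak in both genotypes was 0.0255 in mESCs and -0.23 in MEFs. A single difference of scale between the libraries of a pair would shift strong and weak promoters alike. Of 3 equal parts by the mean of WT and KO fold enrichment, the highest had a median of -0.014 (-0.039 to 0.011) and the lowest 0.063 (0.045 to 0.085) in mESCs, against -0.16 (-0.18 to -0.15) and -0.31 (-0.33 to -0.28) in MEFs. The split by WT fold enrichment gave -0.22 in the highest part and 0.29 in the lowest in mESCs, and -0.35 and -0.073 in MEFs. It ranks promoters by one of the values in the ratio, which by itself lowers the ratio of the highest part, and the mean still contains both values, so that more noise in one library of a pair would also set the parts apart. Ranked by the mean fold enrichment in the other cell type, which is no part of the ratio, the highest and lowest parts had overlapping intervals: 0.015 (-0.0069 to 0.036) and 0.040 (0.012 to 0.062) in mESCs, and -0.19 (-0.22 to -0.17) and -0.22 (-0.25 to -0.19) in MEFs. How well strength in the other cell type stands for strength in the same one was not tested. In both cell types, a difference of scale and a change that varies with promoter strength therefore cannot be told apart. The authors' background per library and the cell type remain untested as explanations.

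The median distance of the Pol II summit from the TSS changed by -1 bp in mESCs and by 8 bp in MEFs. One explanation tested was that different promoters had a peak in WT and in KO. In MEFs the tables argue against it, because at the 10354 promoters with a summit in both libraries the median change at the same promoter was 4 bp (3 to 5 bp). In mESCs the median change at the same promoter was 2 bp (-1 to 4 bp, 5557 promoters) and the intervals of the WT and KO medians overlap, so which promoters were measured and a shift near 0 cannot be told apart. No biological explanation was tested for the MEF shift.

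The distance at which the H2Bub1 coverage of TSSs was highest changed by 100 bp in mESCs and by -110 bp in MEFs. A flat top of the profile may explain both changes. At the distance of the KO maximum, WT peaks covered 31.5% of TSSs in mESCs, where the WT maximum was 32.0% (31.3 to 32.6%), and 12.2% in MEFs, where it was 12.3% (11.9 to 12.8%). Both values lie within the counting error of the maximum. In mESCs the direction was kept over non-neighbouring genes, from 430 bp in WT to 530 bp in KO, and with the stricter q threshold, from 400 bp to 470 bp. In MEFs it was kept with the stricter q threshold, from 920 bp to 750 bp, and had the other sign over non-neighbouring genes, from 700.0 bp to 910.0 bp.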

How the results depend on the processing

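The main settings and 119 of the 125 alternative values were chosen before the data were examined. The other 6, the weighting by WT fold enrichment and the limit of 5000 bp around the TSS, were chosen after the results were seen. Of the 125, 62 stayed within the counting interval or within 1.5 times the main value, 63 moved further, and none of the single values reversed a direction that its main value gave beyond its interval. Comparisons between values did change, as given below: the order of the mESC promoters in WT only and KO only, the order of the MEF distances of the H2Bub1 maximum, and the gap between WT and KO MEFs in the share of Pol II peaks in promoters. No paired analysis was run, and each group held 1 library.

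Keeping only peaks with a -log10 q of at least 3 moved 12 values and left 12 in place. For H2Bub1 the covered length ratio rose from 2.11 to 3.65 in mESCs and from 4.64 to 22.8 in MEFs. Gene bodies with a peak in KO only went to 5108 in mESCs and 9361 in MEFs, and those in WT only to 116 and 18. The median log2 ratio at shared regions went to 0.074 and 0.43. Pol II promoters with an H2Bub1 peak in the gene body went to 52.1% in WT and 88.1% in KO mESCs, and to 9.60% in WT and 86.9% in KO MEFs. By construction this setting removes more of the lists with lower -log10 q values, and 6.86% of the WT MEF H2Bub1 peaks passed it against 40.5% of the KO MEF peaks.

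Equal numbers of peaks per pair moved 15 values and left 20 in place. H2Bub1 WT peaks with a KO peak went to 72.8% in mESCs and 93.1% in MEFs, KO peaks with a WT peak to 47.7% and 37.4%, and the median log2 ratio to 0.043 and 0.34. Pol II WT peaks with a KO peak went to 59.2% and 58.1%, KO peaks with a WT peak to 64.9% and 71.9%, and the median log2 ratio to -0.071 and -0.31. WT Pol II peaks in promoters went to 46.3% in mESCs and 31.5% in MEFs, where KO was also 31.5%, and mESC promoters with Pol II in KO only to 1691, more than the 1127 in WT only. The setting removes the weakest peaks of the longer list, and any cause beyond that was not tested.

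An overlap of 50% of the peak lowered all 8 shares. The H2Bub1 shares of WT peaks went to 68.2% in mESCs and 93.1% in MEFs and those of KO peaks to 20.6% and 6.02%. For Pol II they went to 38.0% and 35.9% of WT peaks and to 67.2% and 72.0% of KO peaks. The setting itself asks for more overlap than 1 bp, so it can only lower a share.

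Calling a gene at 10% of the gene body covered moved 8 values and left 1 in place. In mESCs, 3382 genes were in KO only and 360 in WT only, 20 were in WT only in MEFs, and 1752 gained H2Bub1 in both cell types. The share of Pol II promoters with H2Bub1 went to 60.3% in WT and 81.0% in KO mESCs and to 32.0% in WT and 83.9% in KO MEFs. The cause was not tested.

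The narrower promoter window moved 8 values and left 10 in place. Pol II peaks in promoters went to 26.5% in WT and 36.2% in KO mESCs and to 16.8% and 23.0% in MEFs, since the window is shorter. The summit distance in MEFs went to 82 bp in WT and 89 bp in KO. The difference in H2Bub1 gain between promoters losing and keeping Pol II went to -4.06 points in mESCs and -64.0 in MEFs. The cause of the last 4 moves was not tested.

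Non-neighbouring genes moved 7 values and left 6 in place. Pol II summits went to 81 bp in WT and 77 bp in KO mESCs and to 84 bp and 92 bp in MEFs. The difference in H2Bub1 gain went to -77.5 points in MEFs, Spearman's rho to 0.179 in MEFs, and the genes gaining H2Bub1 in both cell types to 373, because 10531 of the 21938 genes remain. The H2Bub1 maxima in MEFs, at 700.0 bp in WT and 910.0 bp in KO, stayed within their intervals and changed order. The cause of the other moves was not tested.

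Taking WT peaks as regions moved the median log2 ratio for H2Bub1 to 0.085 in mESCs and 0.40 in MEFs and for Pol II to -0.24 in MEFs, and left the mESC Pol II ratio near 0. The cause was not tested. Weighting kept promoters to the WT fold enrichment of the lost ones moved the difference in H2Bub1 gain to -11.8 points in mESCs and -55.8 in MEFs. The 4 covered length ratios over the autosomes, the 4 H2Bub1 overlap shares with peaks less than 1000 bp apart joined and the 4 promoter counts with the 5000 bp limit stayed in place. The unknown read depth limits every count, share and covered length here, since none of these settings replaces it.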

Other observations

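The weighting of kept promoters by WT fold enrichment was chosen after the result was seen, as were the tests on the GC content outside promoters and on the retention of KO peaks in WT that is set beside the retention of WT peaks in KO.

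Pol II peaks at the Y-linked genes Kdm5d (fold enrichment 8.46), Eif2s3y (14.6), Uty (8.86) and Ddx3y (10.8) were called in WT MEFs and in no other library. Lower sensitivity of the KO MEF library is argued against by the autosomes: of 3733 autosomal promoters in the same range of WT fold enrichment, 2.33% (1.87 to 2.87%) had no KO peak. Xist, which is transcribed from an inactive X chromosome, had a promoter fold enrichment of 10.6 in WT MEFs and 16.8 in KO MEFs. Cells with a Y chromosome among the WT MEFs and few or none among the KO MEFs may account for the Y-linked peaks, and the Xist peak in WT MEFs would then need cells of both sexes in that library. The methods of the study describe MEF cultures started from single embryos in separate wells, and do not say whether cultures were joined for ChIP-seq. The sex of the embryos was not used here, so sex stays an open difference between the MEF libraries beside the genotype. No Y-linked gene had a Pol II peak in either mESC library, so these lists do not show whether the mESC lines differ in sex.

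In WT mESCs, 9877 H2Bub1 peaks had no KO peak although the KO list covered more of the genome. A GC-rich background in the WT library may have given part of them. Their median GC content at the midpoint was 52.4%, against 50.8% for WT peaks with a KO peak and 48.0% for KO peaks without a WT peak. Outside promoters WT peaks without a KO peak were again above KO peaks without a WT peak, with 52.2% and 47.8%. They were also narrower, with a median of 615 bp against 1152 bp, and 76.6% had the midpoint in a protein-coding gene against 92.4% of the WT peaks with a KO peak. The WT peaks without a KO peak lay closer to the lowest -log10 q of that library (1.01), with a median of 1.42 against 1.88. Regions with H2Bub1 in WT alone are not excluded by this.

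The median H2Bub1 fold enrichment at shared regions was nearly the same in WT and KO mESCs beside a covered length ratio of 2.11. A candidate explanation was that wider KO peaks take in weaker flanks and so lower their mean. In mESCs the median log2 ratio was -0.0031 (-0.0099 to 0.0039, 6484 regions) where both genotypes covered a like length and 0.062 (0.056 to 0.069, 8951 regions) where KO covered more than 2 times the WT length. In MEFs it was 0.59 (0.56 to 0.63, 838 regions) and 0.25 (0.24 to 0.27, 5819 regions). The split decides nothing, because the signal that sets the ratio also sets the covered length, so weaker flanks and a fold that did not change cannot be told apart. Because each fold is relative to its own library's background, a rise of signal in both peaks and background would also leave the ratio near 0, and this was not tested.

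Fewer Pol II peaks were called in KO than in WT in both cell types. WT peaks in the weakest of 5 equal parts had a KO peak in 18.0% of cases in mESCs and 14.3% in MEFs, and those in the strongest part in 93.1% and 98.8%. KO peaks rose with strength as well, with a WT peak in 50.4% of cases in mESCs and 55.3% in MEFs in the weakest part and in 97.5% and 99.3% in the strongest. Such a gradient arises between any pair of lists, and the longer list overlaps more of the other by its length, so lower sensitivity of the KO libraries and a loss of weak Pol II sites cannot be told apart. A selective loss outside promoters may play a part in mESCs, where gene body peaks were retained less often than promoter peaks of the same WT fold enrichment, by -32.8 percentage points (-34.7 to -31.0). In the reverse direction, KO peaks of mESCs found in WT, the deficit was -13.4 points (-15.5 to -11.2). For MEFs the deficit of gene body peaks was -19.4 points (-21.6 to -17.1) and in the reverse direction -20.0 points (-21.9 to -18.1). A deficit of that size in both directions leaves a selective loss and the lower repeatability of gene body peaks in MEFs as explanations that cannot be told apart. Intergenic WT peaks of mESCs had a KO peak in 32.0% of cases, gene body peaks in 29.2% and promoter peaks in 74.1%. The low retention in mESCs was thus not specific to gene bodies. These shares do not single out an effect of the knockout on elongating Pol II in mESCs, and none was tested here. The study did test it, by comparing Pol II reads near the TSS with those in the gene body. For total and for phosphorylated Pol II it found very minor changes in KO mESCs. It proposes that elongation rates were not significantly changed. It also describes slightly lower Pol II occupancy in the gene bodies of both KO cell types.

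In MEFs, genes that lost the Pol II promoter peak rarely gained H2Bub1. Their WT Pol II was weaker, with a median fold enrichment of 4.49 against 13.9 at promoters that kept the peak, and in mESCs 3.60 against 4.78. The tables argue against weaker WT Pol II as the whole cause, since weighting the kept promoters to the same WT fold enrichment left a difference of -55.8 points in MEFs and -11.8 in mESCs. One hypothesis is that gain of H2Bub1 in KO cells may need ongoing transcription of the gene. The 73.7% of lost MEF promoters whose genes had no H2Bub1 peak in either genotype go with it. The mESC values argue against it, as far as a called promoter peak stands for transcription. Of the 1676 mESC genes that lost the peak, 78.4% gained H2Bub1, against 84.9% of those that kept it, and 5.55% had no H2Bub1 peak in either genotype. The study also describes that strong H2Bub1 rises often went with full Pol II loss at highly down-regulated MEF genes. On the other side, it excepts the genes down-regulated in KO mESCs from the strong H2Bub1 rise it found in its other gene groups. That exception goes with the hypothesis. No test here separates the hypothesis from false calls among weak WT peaks.

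The H2Bub1 coverage maximum was at 470 bp in KO mESCs (290 to 600 bp) and 860 bp in KO MEFs (430 to 1290 bp), measured as the share of TSSs inside a broad peak and not as signal density. The covered length ratio is not the same measure as the fold increase in signal density quoted there, so these are not set against each other.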
